A study of Mus musculus with 12 samples. Its data were reported in "Targeting eRNA‐Producing Super‐Enhancers Regulates TNFα Expression and Mitigates Chronic Inflammation in Mice and Patient‐Derived Immune Cells" (2025).

How the data were processed

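The data were total RNA libraries from BMDMs of HSS9 KO and WT mice, UT or after LPS for 6 hr, with 3 libraries in each of 4 groups. The labels gave each library its genotype, treatment and batch number, and all 12 libraries could be placed in a group. The labels describe the WT controls as littermates whereas the methods of the study describe purchased mice, so a shared genetic background of the genotypes is not assured. By the coordinates that the study gives, the deletion lies outside the narrower interval of the enhancer and inside the wider interval of the enhancer RNA. The KO is therefore read here as a deletion upstream of Tnf, and whether it removes the whole enhancer was not settled from the coordinates. The study checked the deletion by genotyping and sequencing, and it reported that the enhancer RNA was lost in KO cells after LPS. The authors prepared stranded total RNA libraries with globin depletion, aligned paired-end reads to GRCm38 with HISAT2 and counted them per gene with featureCounts. The deposited table holds these raw counts per gene, before any filter or normalization. The annotation release, the strand setting and the treatment of multi-mapping reads in the counting are not stated. Reads shared by overlapping genes, antisense genes or near-identical copies can therefore have been split, dropped or assigned to one of them, and such genes are named as uncertain.

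The table held 48526 Ensembl genes, of which 22406 had 0 counts in every library. Gene symbols, types and coordinates came from a GENCODE annotation of GRCm38, matched on the gene identifier without its version. This matched 48144 identifiers, and the other 382 held 0.122% of counts. Library totals ranged from 26154533 to 36423921 counts, a 1.39-fold range. A count of 3 was taken as the floor, and a fold against a group whose libraries were all at or under it is given as a lower bound. These limits cover counting error only, since reads without molecular identifiers are not independent molecules.

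Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 (with limma 3.58.1, in R 4.3.3) on the counts, with TMM scaling. Genes were kept by filterByExpr with the 4 groups (minimum count 10, minimum total count 15), which left 15523 genes with 99.96% of counts. All 12 libraries entered one model of group means without covariates, and p-values were adjusted over all genes kept by the Benjamini-Hochberg method. The common biological coefficient of variation was 0.0712. A call required an adjusted p below 0.05 and an absolute log2 fold change above 1, the criteria of the study. The study used DESeq2 after its own filter, and DESeq2 1.42.0 was run here as an alternative. Principal components used log2 CPM with a prior count of 2. The class of LPS-induced genes was taken from the mean LPS effect over both genotypes and tested with camera (preset inter-gene correlation of 0.01) and fry. The camera and fry p-values were for either direction. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

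The samples, the tests and most alternatives were chosen before the data were examined. Named genes followed a rule fixed with them. They are Tnf, Lta, Ltb, Il6, Mid1 and Ifi208, and for each of the 5 contrasts the 5 largest increases and 5 largest decreases among called genes with a mean CPM of at least 5 and, except for the interaction, with no overlap between the libraries compared. Members of fixed gene lists are named where a test on the list is reported. The genes outside this rule, which were chosen after their values had been seen, are Gm16181, Gm42031, Gm15726, Il10, Cxcl1, Rn7sk and Rmrp. Lists fixed in advance held the 4 cytokine genes, the 20 genes of the study, markers of macrophages, stromal cells, neutrophils, B cells and T cells, cell cycle genes, Y-linked genes, Xist, and genes that differ between mouse substrains or strains. Lists of interferon-stimulated genes, short structured RNAs, the Ifi200 family and the Pira family were written after the first fit had been seen. Of the 20 genes of the study, 1 was not matched to the table and was not used here, although it can be present under another name, H4c18 was matched to Hist1h4n and Fcrl2 to Fcrls.

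The batch number in the labels equals the replicate number, so libraries of the same number are paired by label. As a check, the deviations from group means of libraries with the same number were correlated across genes. Over 18 such pairs r ranged from -0.0631 to 0.0373, and 0 pairs exceeded 0.1. No replicate pair differed by as little as counting noise, with chi-square values of at least 3.73 per degree of freedom, so all 12 libraries were kept as separate samples. This check cannot tell separate mice from separate cultures or preparations of the same mouse. The study does not state how many mice gave these libraries, so SDs and p-values describe the spread between libraries.

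Alternatives were DESeq2, RLE and upper-quartile scaling, removal of the 10 most-counted genes, no filter on low counts, a filter at a mean CPM of at least 1, a replicate block, fits on the compared groups only, protein-coding genes only, no fold change minimum, and fits that each left out 1 library. Chosen after seeing the data were a covariate for the share of counts on small structured RNAs, and a replicate block with offsets for GC content and gene length (known for 99.6% of genes tested). Other splits of the libraries were tested by refitting, with all 10 splits for each comparison of 3 against 3 and 100 splits for the interaction. Lists of strain genes were compared with 10000 random lists matched on expression. The pipeline was tested on simulated data drawn from the real means and library sizes. With 200 genes changed among 15293, edgeR recovered 196 (98.0%) with 2 false calls, and a contrast without effects gave 0 calls and 0 genes with an adjusted p below 0.05. A simulated shift of -0.2 in a set of 200 genes was detected (camera p 1.36e-35), and 0 of 100 random sets had p below 0.05. The enhancer RNA was not analysed here, because the table counts annotated genes only.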

Results

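Total RNA was sequenced from bone marrow-derived macrophages (BMDMs), which are macrophages grown from mouse bone marrow in culture. The cells came from homozygous HSS9 knockout (KO) mice and from wild-type (WT) control mice. HSS9 is an enhancer upstream of Tnf, the gene for the cytokine tumor necrosis factor alpha. The KO carries a deletion upstream of Tnf, which by the coordinates of the study is not within a gene of the count table. Cells were left without stimulation (UT) or given lipopolysaccharide (LPS), a bacterial cell wall component that activates macrophages, for 6 hr. There were 12 libraries in 4 groups (WT UT, KO UT, WT LPS and KO LPS) of 3 each. Total counts ranged from 26154533 to 36423921 per library. A gene was counted as called when its edgeR adjusted p was below 0.05 and its absolute log2 fold change was above 1. Coordinates are those of GRCm38, and expression values are CPM, each count scaled to a common library size after TMM scaling.

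The first question was how the deletion affected Tnf and the cytokine genes that the study followed with it. The deleted interval overlapped 0 genes of the count table, so the deletion itself could not be read from gene counts, and Tnf served as its readout. Tnf (ENSMUSG00000024401.14, chromosome 17, 35199381 to 35202007, protein coding) had 632, 679 and 761 counts in the WT UT libraries and 329, 358 and 360 in the KO UT libraries. It had 22172, 20154 and 19902 counts in the WT LPS libraries and 11003, 11974 and 11608 in the KO LPS libraries. After LPS, Tnf reached 889.7 ± 57.4 CPM (SD, n = 3) in WT and 432 ± 15.2 CPM (SD, n = 3) in KO (log2 fold change -1.04, SE 0.0604, edgeR adjusted p 2.76e-10). Without LPS it was at 15.3 ± 0.757 CPM (SD, n = 3) in WT and 9.71 ± 0.727 CPM (SD, n = 3) in KO (log2 fold change -0.66, SE 0.0732, edgeR adjusted p 1.29e-06). All 3 KO libraries lay below all 3 WT libraries in each treatment, an arrangement that chance gives in 10% of splits. Tnf still rose with LPS in both genotypes, by 5.86 on the log2 scale in WT and 5.48 in KO. The difference between these responses was small (log2 fold change -0.38, SE 0.0947, edgeR adjusted p 0.00763). The alternative that moved the change after LPS most was the small RNA share of each library as a covariate, with a log2 fold change of -0.88, which is not past the fold change threshold.

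**Figure D1:**
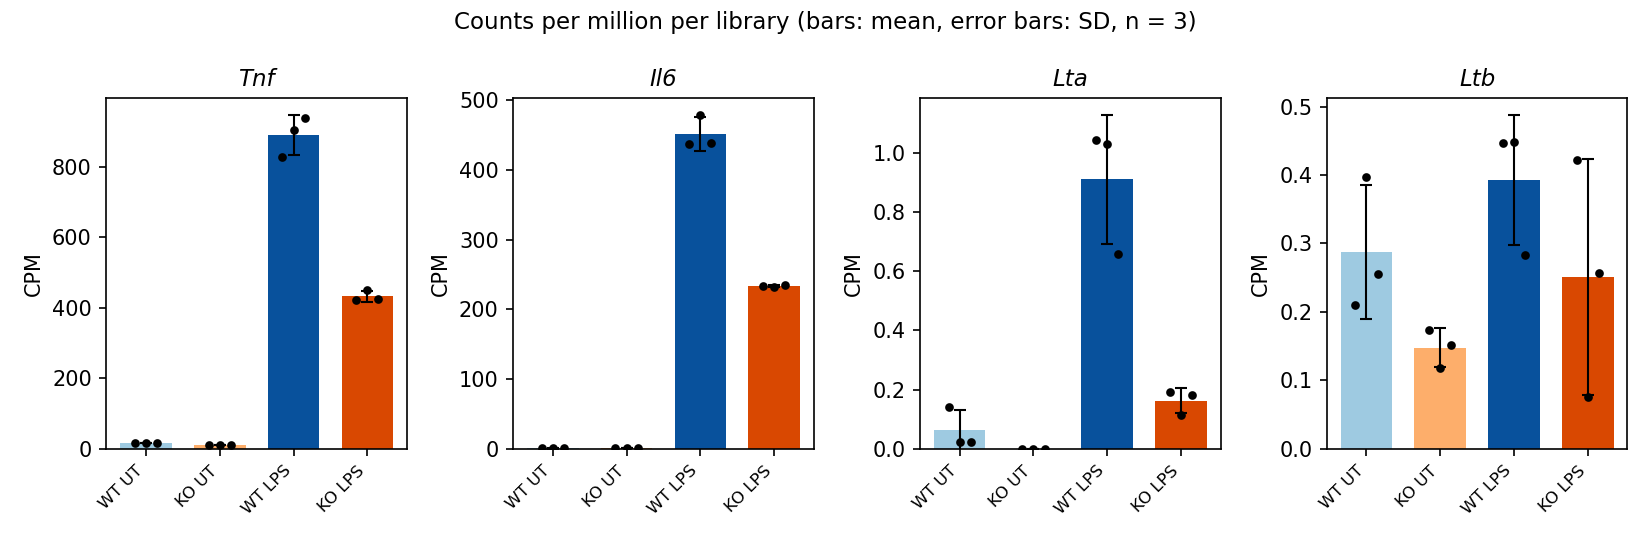
CPM of Tnf, Il6, Lta and Ltb on the vertical axis, by group on the horizontal axis, with bars for means, error bars for SDs of 3 libraries and points for single libraries. After LPS, Tnf was at 889.7 CPM in WT and 432 CPM in KO, and every KO point lay below every WT point for Tnf, Il6 and Lta.

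Il6 (ENSMUSG00000025746.11, chromosome 5, 30013114 to 30019981, protein coding) was at 452 ± 24.0 CPM (SD, n = 3) in WT and 233 ± 1.49 CPM (SD, n = 3) in KO after LPS (log2 fold change -0.96, SE 0.101, edgeR adjusted p 2.10e-06). This change was past the adjusted p threshold but not past the fold change threshold, and the DESeq2 fit gave it an adjusted p of 0.143. With offsets for GC content and gene length and a replicate block it was -1.01 and so was called. Lta (ENSMUSG00000024402.5, chromosome 17, 35203165 to 35205351, protein coding), the neighbor of Tnf, was near the detection limit, with 28, 23 and 14 counts in the WT LPS libraries and 5, 3 and 5 in the KO LPS libraries (log2 fold change -2.47, SE 0.590, edgeR adjusted p 0.00870). Leaving out KO LPS replicate 2 took the edgeR adjusted p of Lta to 0.0509, above the threshold. Ltb (ENSMUSG00000024399.5, chromosome 17, 35194439 to 35196320, protein coding) had at most 18 counts in any library, and no difference was detectable at this depth after LPS (log2 fold change -0.65, SE 0.572, edgeR adjusted p 0.492). Of the 4 cytokine genes, 2 were called after LPS (Tnf and Lta), and 3 had an adjusted p below 0.05 when adjusted over the list alone. Without LPS, Lta had 6, 1 and 1 counts in WT and 0 in every KO library, and neither Lta (edgeR adjusted p 0.0595) nor Il6 (edgeR adjusted p 0.654) nor Ltb (edgeR adjusted p 0.258) was called. Adjusted over the list alone, Lta was below 0.05 without LPS (adjusted p 0.0299), as was Tnf.

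Whether the deletion changed other genes of the region was read from the genes within 500 kb of Tnf on either side. Of 52 such genes tested, 2 were called after LPS. These were Lta and Gm16181, which starts at 35220834 and fell by 1.07 on the log2 scale (edgeR adjusted p 6.67e-04). Gm16181 was named after its value had been seen. It starts inside the interval that the study gives for the enhancer RNA, so its counts can include reads of that RNA. It can therefore not be read as a separate target, and its overlap with other genes was not examined. At any fold change, 12 of the 52 had an edgeR adjusted p below 0.05 after LPS, 9 of them lower in KO, and 38 of the 52 were lower. Without LPS, 0 of the 52 were called, and 14 had an edgeR adjusted p below 0.05. The median log2 fold change over the 52 genes was -0.11 after LPS and 0.11 without LPS.

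Sample structure was described by principal component analysis of log2 CPM. The first component held 85.0% of the variance and separated UT libraries (scores of -95.0 or below) from LPS libraries (scores of 95.4 or above). The second component held 3.41% and separated the genotypes, with scores from 15.4 to 22.2 in WT and from -21.9 to -18.1 in KO. The variation from LPS was thus larger than that from genotype. The alternative that moved the first component most was the use of the 500 genes of highest variance, which raised its share to 97.0%.

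**Figure D2:**
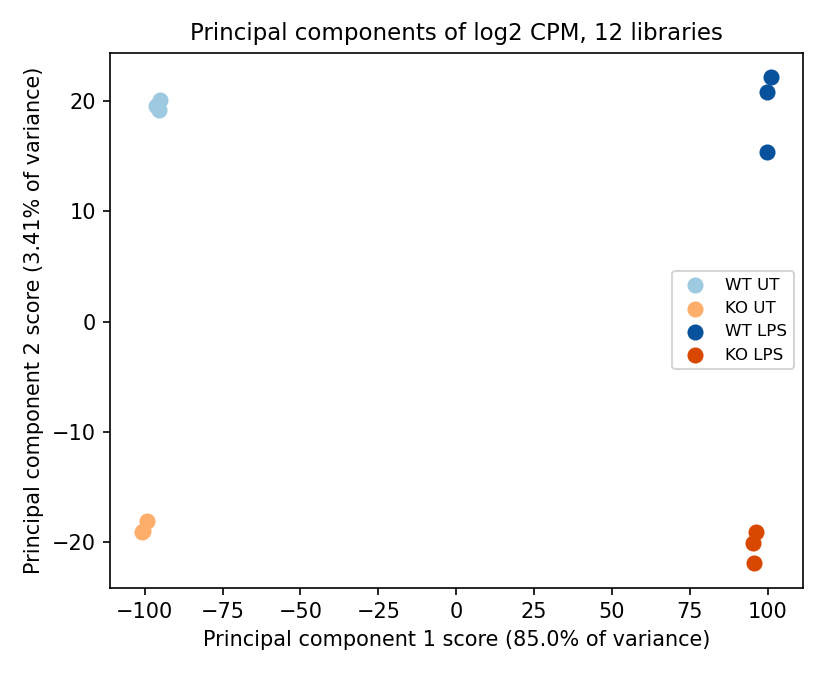
Scores of the 12 libraries on principal components 1 and 2 of log2 CPM, a point for each library, coloured by group. LPS separates the libraries along component 1 (85.0% of the variance) and genotype separates them along component 2 (3.41%).

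To determine which genes differed between the genotypes under stimulation, KO LPS was compared with WT LPS. Of 15523 genes tested, 194 were called, 91 higher and 103 lower in KO. Of these, 138 were protein coding, 82 higher and 56 lower. The choice that moved the count of calls most was the fold change minimum. At any fold change 2223 genes had an edgeR adjusted p below 0.05, 1208 higher and 1015 lower. The direction of the split thus depended on gene type and on the fold change minimum. The small RNA covariate, chosen after seeing the data, gave 104 calls, 54 of them among the 194. Among called genes with a mean CPM of at least 5 and no overlap between the WT and KO libraries, the largest decrease was in Ifi208 (ENSMUSG00000066677.11, chromosome 1, 173673675 to 173698395, protein coding), a member of an interferon-inducible family. It was at 98.0 ± 8.91 CPM (SD, n = 3) in WT and 0.415 ± 0.159 CPM (SD, n = 3) in KO, with 15, 11 and 7 counts in the KO libraries (log2 fold change -7.88, SE 0.150, edgeR adjusted p 4.52e-19). Reads shared with its paralogs on chromosome 1 make its level uncertain. Mid1 (ENSMUSG00000035299.16, chromosome X, 169685199 to 170005736, protein coding) was at 51.5 ± 1.81 CPM (SD, n = 3) in WT and 3.31 ± 0.490 CPM (SD, n = 3) in KO (log2 fold change -3.96, SE 0.132, edgeR adjusted p 1.96e-14). G530011O06Rik, which overlaps Mid1 on the other strand, fell with it (log2 fold change -2.65, edgeR adjusted p 2.16e-09), and because the strand setting of the counting is not stated, the 2 cannot be read as separate genes. Pira2 (ENSMUSG00000089942.9, chromosome 7, 3836812 to 3845051, protein coding) fell to 0.837 ± 0.269 CPM (SD, n = 3) from 13.9 ± 1.16 CPM (SD, n = 3) in WT (log2 fold change -4.04, SE 0.194, edgeR adjusted p 1.60e-11). Its paralog Gm14548 fell by a smaller amount (log2 fold change -1.54, edgeR adjusted p 2.93e-07), and reads can be split between such copies.

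By the same criterion, the largest increases after LPS were in Adam19, Acta2, Ccn2, Fcrls and Apoe, all protein coding. Adam19 (ENSMUSG00000011256.16, chromosome 11, 46055992 to 46147343) was at 2.87 ± 0.282 CPM (SD, n = 3) in WT and 16.1 ± 0.589 CPM (SD, n = 3) in KO (log2 fold change 2.48, SE 0.125, edgeR adjusted p 2.67e-11). Apoe (ENSMUSG00000002985.16, chromosome 7, 19696109 to 19699188) was the most abundant of them, at 1208 ± 116 CPM (SD, n = 3) in WT and 2832 ± 217 CPM (SD, n = 3) in KO (log2 fold change 1.23, SE 0.0707, edgeR adjusted p 2.76e-10). The log2 fold changes of Acta2, Ccn2 and Fcrls were 1.80, 1.46 and 1.26. In these 5 genes the WT and KO libraries did not overlap, as the naming rule required, which chance gives in 10% of splits.

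The study had listed 20 genes as changed in KO after LPS, chosen on these same libraries, and 19 of them could be matched to the count table, 2 of these under another symbol. All 19 were called after LPS, 9 higher and 10 lower, and all 19 also had an adjusted p below 0.05 when adjusted over the list alone, which is not independent evidence. Without LPS, 11 of the 19 were called, and 18 had an edgeR adjusted p below 0.05 over all genes and also when adjusted over the list alone. In 17 of the 19 the sign was the same in both treatments. The exceptions were Rgs1 and Hist1h4n, which were lower in KO after LPS (log2 fold changes of -1.07 and -1.25) and had log2 fold changes of 0.06 and 0.36 without LPS. For Rgs1 the change without LPS was not detectable (edgeR adjusted p 0.473).

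Differences between the genotypes before stimulation were tested in the same way. KO UT against WT UT gave 283 calls, 159 higher and 124 lower in KO, of which 179 were protein coding. The direction of this split depended on the scaling, with 134 higher and 168 lower under RLE scaling. Vcan (ENSMUSG00000021614.16, chromosome 13, 89655312 to 89742509, protein coding, overlapped by the antisense gene Gm4117) was at 30.9 ± 2.65 CPM (SD, n = 3) in WT and 9.04 ± 0.398 CPM (SD, n = 3) in KO (log2 fold change -1.77, SE 0.0777, edgeR adjusted p 1.68e-12). The interferon-inducible genes Ifi44 (ENSMUSG00000028037.13, chromosome 3, 151730922 to 151749960) and Ifi206 (ENSMUSG00000037849.7, chromosome 1, 173468485 to 173491041) also fell, with log2 fold changes of -1.61 (edgeR adjusted p 1.68e-12) and -1.53 (edgeR adjusted p 4.65e-10). Pira2 fell by 3.58 on the log2 scale (edgeR adjusted p 1.68e-12) and the pseudogene Gm1966 fell by 1.68 (edgeR adjusted p 3.28e-10). Ifi208 was at 4.75 ± 0.0830 CPM (SD, n = 3) in WT, with 2, 2 and 0 counts in the KO libraries, and so was at least 56.9-fold lower in KO.

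Among called genes with a mean CPM of at least 5 and no overlap between the WT and KO libraries, the largest increases without LPS apart from Adam19 (log2 fold change 1.76, edgeR adjusted p 5.63e-10) were in structured or ribosomal RNAs. Rpph1, the RNA of ribonuclease P (ENSMUSG00000092837.1, chromosome 14, 50807449 to 50807767, overlapping Ccnb1ip1), was at 6488 ± 302 CPM (SD, n = 3) in WT and 22598 ± 2518 CPM (SD, n = 3) in KO (log2 fold change 1.80, SE 0.123, edgeR adjusted p 1.25e-09). The 7SL RNA copies Rn7s2 and Rn7s6, which are similar in sequence and can share reads, rose by 1.54 and 1.54 on the log2 scale. Under the small RNA covariate, Rn7s2 and Rn7s6 reversed, to -1.33 and -1.36. The ribosomal RNA gene CT010467.1 (ENSMUSG00000106106.2, chromosome 17, 39846353 to 39848827, overlapping Gm42418) had a log2 fold change of 4.67 (edgeR adjusted p 0.00261), but 1 KO library decided it. Its counts were 43832, 2341 and 4445 in KO UT, and without replicate 1 the log2 fold change was 2.26 with an edgeR adjusted p of 0.0763.

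Whether the KO acted on the same genes with and without LPS was asked next. These contrasts use different libraries and share no control. Across 15523 genes, the log2 fold changes had a Pearson r of 0.219 and a Spearman rho of 0.124, where genes are not independent replicates. Simulated counts gave an r of 0.0146 across 15292 genes. They held no KO effect apart from a shift of -0.2 in 200 genes after LPS. Their genes were drawn independently, without variation shared within a library, so this r is not a full baseline for 0.219. The alternative that moved the r of 0.219 most was the small RNA covariate, which gave -0.483. The small RNA share was higher in KO without LPS and lower in KO after LPS. The covariate therefore moves the log2 fold changes of the contrasts in opposite directions by construction. Its negative r cannot be read as a reversal of the KO effects. There were 49 genes called in both contrasts, against 3.54 by chance, and 42 of them had the same sign, 21 higher and 21 lower in both. They included Ifi208, Mid1, Pira2, Adam19 and Apoe.

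**Figure D3:**
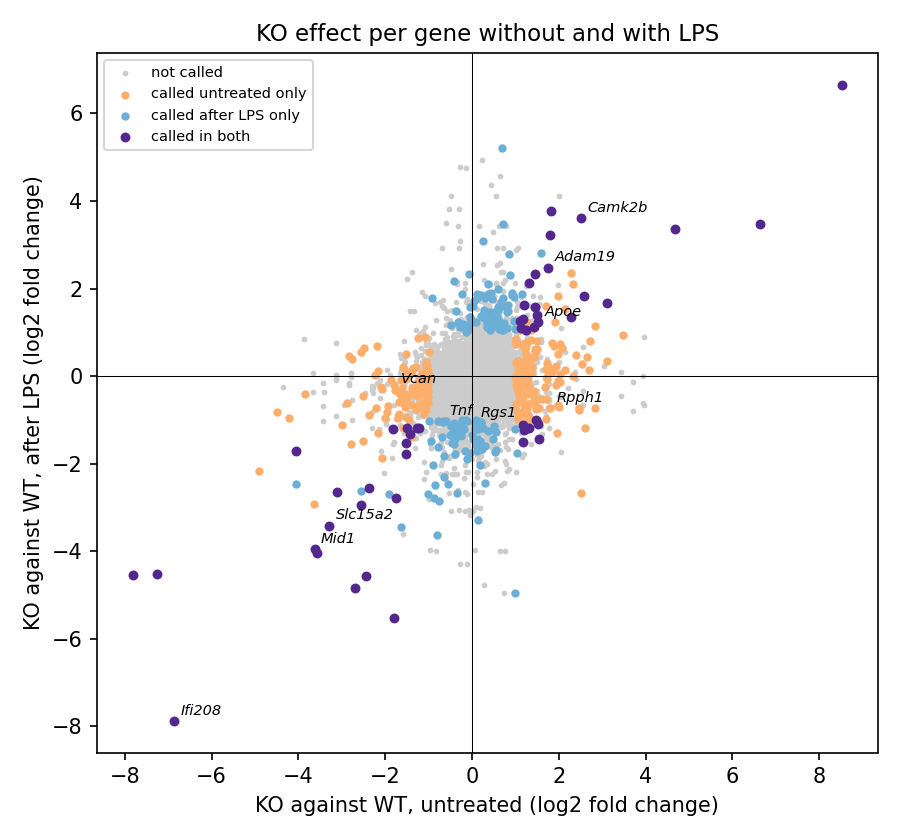
The log2 fold change of KO against WT for each of 15523 genes, without LPS on the horizontal axis and after LPS on the vertical axis, with colours for genes called in neither, in a single contrast or in both. Of 49 genes called in both, 42 lie in the quadrants of equal sign.

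The response to LPS was larger than the effect of genotype. In WT, 5870 genes were called, 2971 higher and 2899 lower after LPS, and in KO 5741 were called, 2741 higher and 3000 lower. A total of 4802 genes were called in both, 4799 of them with the same sign. Across genes the log2 fold changes in WT and KO had a Pearson r of 0.937, with genes not being independent replicates. Upper-quartile scaling shifted the median of all genes by -0.18 in WT and -0.18 in KO, and gave 2523 higher and 3467 lower in WT and 2324 and 3643 in KO, so the direction of the WT split and changes near 0 depend on the scaling. Nos2 (ENSMUSG00000020826.7, chromosome 11, 78920787 to 78960254, protein coding) rose from 11, 4 and 6 counts to 1334 ± 109.9 CPM (SD, n = 3) in WT (log2 fold change 13.03, edgeR adjusted p 7.10e-25), and in KO it was at least 10609-fold higher. Several other genes were at or near 0 counts in UT, so their folds are lower bounds. In WT, Shisa3 was at least 1564-fold higher, Csf3 at least 589-fold higher and Gm43181 at least 352-fold higher after LPS. In KO, U90926 was at least 1955-fold higher, Cxcl11 at least 1908-fold higher, Csf3 at least 358-fold higher and Gm18445 at least 191-fold higher. Gm43181 overlaps Fbxl5 on the same strand and Shisa3 overlaps Atp8a1 on the other, so their counts are uncertain.

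Among the decreases, Cxcr4 (ENSMUSG00000045382.6, chromosome 1, 128588199 to 128592293, protein coding) went from 256 ± 12.5 CPM (SD, n = 3) to 2.06 ± 0.321 CPM (SD, n = 3) in WT (log2 fold change -6.93, edgeR adjusted p 8.68e-24). In KO its log2 fold change was -6.98. The log2 fold changes in WT and KO were -7.41 and -7.27 for Rasgrp3 and -6.23 and -6.50 for St6gal1. Rasgrp3 was near the detection limit after LPS, with 14, 4 and 0 counts in WT and 8, 19 and 0 in KO, and leaving out 1 library moved its log2 fold change to between -8.85 (without LPS replicate 1) and -6.90 (without LPS replicate 3) in WT and to between -8.42 (without LPS replicate 2) and -6.67 (without LPS replicate 3) in KO. Arhgap19 fell by 6.38 in WT and Gm5086 fell by 6.83 in KO. Gm15513, annotated as intronic to Zfyve28 on the same strand, was at least 178-fold lower in WT and at least 231-fold lower in KO.

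As a class, the 2849 genes induced by LPS over both genotypes were slightly lower in KO after LPS, with a mean difference of -0.0981 on the log2 scale from the other genes (camera p 0.00330, fry p 0.00106). Of these genes, 62.2% were lower in KO. The call held under fry and with an estimated inter-gene correlation (camera p 0.0286). The alternative that moved it most in the direction of 0 was the set defined in KO alone, with a mean difference of -0.0428 and a camera p of 0.0772, whereas the set defined in WT alone gave -0.169. The same class was also lower in KO without LPS (mean difference -0.132, camera p 4.71e-05), and the interaction of the class was not detectable (camera p 0.166).

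Finally, the response to LPS was compared between the genotypes by the interaction term, which tests (KO LPS - KO UT) - (WT LPS - WT UT). It gave 335 calls, 81 higher and 254 lower, and 179 of them were protein coding. Leaving out WT LPS replicate 1 gave 519 calls, and leaving out WT LPS replicate 3 gave 197. Among called genes with a mean CPM of at least 5, the largest decreases were in 4 short RNAs and Gm16685. Scarna6 (ENSMUSG00000089281.1, chromosome 1, 87784556 to 87784820), a Cajal body RNA, went from 9.38 ± 0.219 CPM (SD, n = 3) to 36.5 ± 8.34 CPM (SD, n = 3) in WT and from 27.0 ± 1.32 CPM (SD, n = 3) to 16.95 ± 4.27 CPM (SD, n = 3) in KO (log2 fold change -2.63, SE 0.209, edgeR adjusted p 5.98e-08). Snora73b, Rn7s2 and Gm26461 had interactions of -2.69, -2.98 and -2.94. Gm26461 rested on single libraries, with -2.03 (edgeR adjusted p 0.127) without KO UT replicate 2. Gm16685, an antisense gene that overlaps Il7, had -2.71, but it had at most 6 counts in any UT library, so that value depends on the prior count. By the same criterion the largest increases were in Lad1 (1.54), Slfn1 (1.502), Ifi206 (1.46), Vcan (1.46) and Ifi44 (1.34), all of which were lower in KO without LPS. Lad1 was at the edge of the threshold (edgeR adjusted p 0.0496), and leaving out KO UT replicate 2 gave 1.19 (edgeR adjusted p 0.172).

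The share of counts on 3 abundant short RNAs (Rn7sk, Rpph1 and Rmrp) varied between libraries along with these changes. It ranged from 2.91% to 3.15% in WT UT and from 6.50% to 7.68% in KO UT. In WT LPS it was 3.93%, 5.21% and 6.70% in replicates 1, 2 and 3, and in KO LPS it ranged from 3.14% to 3.29%.

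**Figure D4:**
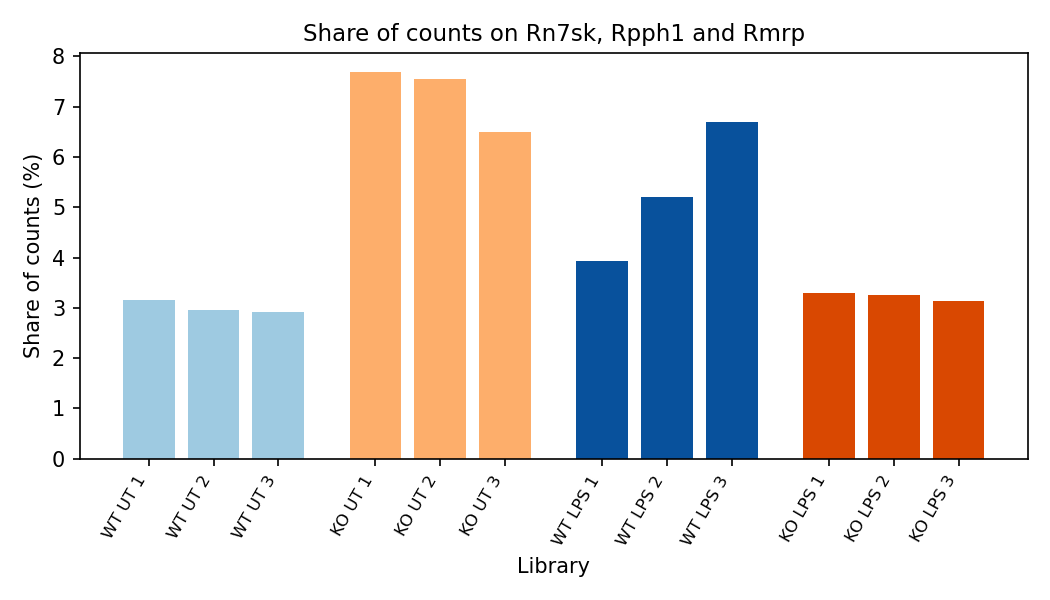
Share of all counts (%) on Rn7sk, Rpph1 and Rmrp in each library, coloured by group. The share is higher in KO than in WT without LPS and lower in KO than in WT with LPS, and it rises from 3.93% to 6.70% over the 3 WT LPS libraries.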

Values the study reported

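The study reported that its knockout mice carry a deletion of 707 bp on chromosome 17 (35212876 to 35213582 in mm10), which it placed 9 kb upstream of the start of Tnf. The legend of a supplementary figure of the study gives a longer deletion, without coordinates, so the ends of the deletion are not settled. For the enhancer itself it gave the interval from 35209593 to 35210594 on the same chromosome, and it described enhancer RNA from 35209593 to 35233637 in WT BMDMs after LPS. In KO BMDMs given LPS in the same way, the study reported no detectable enhancer RNA.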

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

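In 23 of the 51 named genes the difference between KO and WT was not the same with and without LPS, by the interaction term of the edgeR fit at an adjusted p below 0.05. The named genes include those chosen for the largest interactions, so this share is partly set by the choice of genes. Over all 15523 genes tested, 2611 had an interaction at that adjusted p. The interaction term, the splits of the libraries, RLE scaling and the fits that each left out 1 library were planned in advance. Apart from the splits, their use to weigh an explanation was chosen only after the results were seen. The same holds for all other tests in this part. For the whole interaction, 1 of the 100 splits of the libraries within each treatment gave as many calls as the 335 of the real split, which was the real split itself, and the most in another split was 131. Libraries with the same number are paired by label, and among the 16 splits that part all batches in both treatments the most in another split was 102. Every other split mixes KO and WT libraries within a treatment, which adds the KO effect to the spread. The splits therefore weigh the calls against no KO effect at all and do not test the interaction by itself.

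Of these genes, 6 were short RNAs: Rn7s2 (-2.98), Gm26461 (-2.94), Snora73b (-2.69), Scarna6 (-2.63), Rpph1 (-2.53) and Rn7s6 (-2.27), where the value is the log2 fold change of KO against WT with LPS minus that without. The histone gene Hist1h4n (-1.61) and the antisense gene Gm16685 (-2.71) moved the same way. Over all 254 genes with a lower interaction, 44 were small RNA classes, 28 were histone genes and 104 were under 500 nt long, against 337, 60 and 880 among all 15523 genes tested. Snora73b, Scarna6 and Gm26461 overlap longer genes on the same strand, which limits how their counts can be read. The adjusted p of Gm26461 was above 0.05 in 6 of the 12 fits that each left out 1 library, the highest 0.127 without KO UT replicate 2. A few genes taking most of the counts is argued against, since that moves every gene of a library alike, whereas the median interaction of small nucleolar and Cajal body RNAs was -0.62 relative to the other genes (camera p with an estimated correlation 0.0185, and -0.73 to -0.56 over the fits that each left out 1 library).

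What stays open is a different amount of short RNA carried into each library. Within groups, libraries with a larger share of Rn7sk, Rpph1 and Rmrp also had more of the small nucleolar and Cajal body RNAs (Pearson r 0.892, permutation p 0.014, and Spearman rho 0.762, permutation p 0.017, over 12 libraries). Without WT LPS replicates 1 and 3, which lie farthest from the median, r was 0.470 (permutation p 0.083), so the relation rests on those libraries. GC content and gene length cannot be told apart from the pattern, because the length offset absorbs short genes by construction, and it took the median to -0.19. A biological difference in these RNAs between the genotypes was not separated from either. No batch in the labels follows the pattern, since each batch holds 1 library of every group.

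Tnf was lower in KO by a larger log2 amount after LPS than without (-0.38). The scaling of the libraries is argued against, since the adjusted p was 0.0283 under RLE scaling, which moved the median interaction of all genes by 0.08. Over the 12 fits that each left out 1 library, the interaction ranged from -0.43 to -0.32, with a highest adjusted p of 0.0411. With the small RNA share as a covariate it was 0.0835, and this cannot be told apart from an effect on Tnf because the share differs between the groups in the same crossed way. A stronger dependence of Tnf on the deleted DNA under stimulation is one hypothesis that these values leave open.

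In 5 genes that were lower in KO without LPS, most of the difference was lost after LPS: Ifi44 (1.34), Ifi206 (1.46), Slfn1 (1.502), Vcan (1.46) and Lad1 (1.54). Gm1966 (0.81) kept a part of it. Lad1 had at most 30 counts in any UT library, and its interaction ranged from 1.19 (without KO UT replicate 2) to 2.37 (without KO UT replicate 1), with an adjusted p above 0.05 in 8 of the 12 fits and a highest of 0.176 (without WT UT replicate 3). In Adam19 (0.72), Acta2 (0.84), Ccn2 (0.95) and Fcrls (0.30) the increase in KO was larger after LPS, and in C1qa (-0.31) and Apoe (-0.30) it was smaller. Dio2 (-0.83) fell further in KO after LPS. Rgs1 (-1.14) was lower in KO after LPS only, with no detectable difference without LPS. Of the 12 fits that each left out 1 library, the adjusted p was above 0.05 in 9 for C1qa (highest 0.156, without WT LPS replicate 2), 8 for Apoe (0.162, without KO UT replicate 1), 3 for Dio2 (0.0978, without KO LPS replicate 1, and -0.60 without WT LPS replicate 1) and 2 for Fcrls (0.0639, without WT UT replicate 3). Outside the small RNA classes and Tnf there were 16 such genes, 6 with an interaction below 0 and 10 above. RLE scaling moved the median interaction of all genes up, toward 0 for the 6, of which 4 stayed past the threshold. Library factors moved as far the other way (median shift -0.08), toward 0 for the 10, left 8 past it, which argues against a scaling error of this size as the cause for these 4 and 8. The exceptions were C1qa and Apoe (higher adjusted p 0.129), Fcrls (0.0952) and Lad1 (0.0643), for which scaling stays open. Of the 16, 13 stayed past the adjusted p threshold with GC content and length offsets and the replicate block, and 4 with the small RNA covariate. The genes named for interferon and stromal cells are taken up with their lists among the other observations.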

How the results depend on the processing

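The covariate for small RNA share and the GC content and length offsets were chosen only after the results were seen, as were the fits on protein-coding genes for the correlation of KO effects and the leave-one-out fits of the principal components. Removal of the 10 most-counted genes moved the median of no contrast by more than 0.00150, so it tests nothing. Under RLE scaling, upper-quartile scaling, no filter on low counts and fits on the compared groups only, every count of calls stayed within 1.5 times its value. RLE scaling gave 192 calls after LPS and 302 without. The split moved: KO against WT without LPS gave 134 higher and 168 lower with RLE and 105 and 146 with DESeq2, against 159 and 124, and the interaction gave 110 and 198 with RLE, against 81 and 254. For LPS in WT, RLE scaling gave 2855 and 3025 and DESeq2 2861 and 3013, against 2971 and 2899. GC content and length offsets gave 100 and 125 without LPS, and the small RNA covariate 46 and 87. With DESeq2, 36.7% of the interaction calls were higher, against 24.2%. DESeq2 gave no adjusted p for 1205 genes after LPS and 1807 without, which hold 24 and 66 of the calls.

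The replicate block gave 164 calls for KO against WT after LPS, 246 without LPS, 5827 and 5721 for LPS in WT and KO, and 270 for the interaction. The block, which uses the pairing by label, changed the call of Lad1 in the interaction and no other call of a named gene. With batch means removed (replicate block), the first principal component held 87.0%.

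A filter at a mean CPM of at least 1, which tests fewer genes, gave 117 calls after LPS and 160 without, 1 called cytokine gene (Lta was not tested), a first component of 92.2%, an r of 0.265 between the KO effects and 26 genes called alike in both. No fold change minimum gave 2223, 3700, 11386, 11295 and 2611 calls for the 5 contrasts, by construction. Protein-coding genes only gave 186 interaction calls and an r of 0.256. Offsets for GC content and length with the replicate block gave 3 called cytokine genes (Il6 among them), 165 interaction calls and an r of 0.260, with interactions of 0.0616 for Apoe and 0.18 for C1qa. DESeq2 called 1 cytokine gene, with no adjusted p for Lta. The 500 genes of highest variance gave a first component of 97.0%, and genes called in at least 1 contrast gave an r of 0.528. The LPS-induced set from KO alone gave -0.0428.

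The small RNA covariate gave 104 calls after LPS, 133 without LPS and 110 for the interaction, 0 called cytokine genes, an r of -0.483 and 12 genes called alike. It reversed Rn7s2 (-1.33), Rn7s6 (-1.36), Hist1h4n (-0.60) and Ltb (0.0264) without LPS, Ltb in the LPS response of KO (-0.14), and the interactions of Rn7s2 (1.54), Rn7s6 (2.29), Gm26461 (1.88), Tnf (0.0835), Ltb (-1.17), Ccn2 (-0.40), Apoe (0.30), C1qa (0.48) and Gm1966 (-0.00519). Another 20 results of single genes were weaker and 1 stronger. The share differs between the groups, so this covariate removes part of any group effect by construction. That difference has opposite directions with and without LPS, so the covariate also lowers the r by construction. For Rgs1, KO against WT untreated, which was not past the threshold, the value reversed under DESeq2 (-0.00898) and RLE scaling (-0.00900). RLE scaling moved the median of all genes in this contrast by -0.0729, a larger amount than the 0.0639 of Rgs1 in the main fit. A shift of this size is enough to reverse the sign. For DESeq2 the cause was not tested.

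Across fits that each left out 1 library, calls ranged from 140 to 245 after LPS, from 234 to 299 without LPS, from 5785 to 5896 and from 5682 to 5789 for LPS in WT and KO, and from 197 (without WT LPS replicate 3) to 519 (without WT LPS replicate 1) for the interaction. The first component ranged from 83.7% to 84.5%, r between the KO effects from 0.135 (without WT LPS replicate 1) to 0.206, and called cytokine genes from 1 to 2. The interaction of Ltb ranged from -0.28 to 0.72, that of Mid1 from -0.59 to 0.17, and Il6 without LPS from -0.93 to 0.81 (0.81 without WT UT replicate 3), none of them past the threshold in the fit to all libraries. Without WT UT replicate 3, the interaction of Il6 passed it (-1.76, edgeR adjusted p 0.0132), as did Lta without LPS (-4.40). RLE scaling also took Lta without LPS past it (lowest edgeR adjusted p 0.0472). Depth limits Lta and Ltb, whose counts do not exceed 28 and 18 in any library.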

Other observations

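The splits of the libraries, DESeq2, RLE and upper-quartile scaling and the fits that each left out 1 library were planned in advance. The lists were also fixed in advance, except those of interferon-stimulated genes, the Ifi200 family and the Pira family. Apart from the splits, the use of these fits and lists to weigh an explanation was chosen only after the result was seen. The same holds for every other test in this part. Other splits of the libraries gave the following. For each of the 4 comparisons of 3 libraries against 3, 1 of the 10 splits gave as many calls, which was the real one, and the others gave 0 calls and 0 genes with an adjusted p below 0.05. A share below 1 in 10 is not possible with 3 against 3. Set tests covered 21 tests over 7 lists, of which 11 had a camera adjusted p below 0.05, and all 11 held under fry and 4 with an estimated correlation. Under fry but not camera, the cell cycle interaction and the macrophage and substrain lists without LPS also passed. The B cell, T cell and other-strain lists had 2, 1 and 2 genes tested, too few for a set test.

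Interferon-stimulated genes were lower in KO before stimulation. Of 25 genes on the list, 24 were lower in KO UT, with a median log2 fold change of -0.74 (camera adjusted p 5.37e-30, estimated correlation adjusted p 0.00190). After LPS the median was -0.08, with 16 of 25 lower (-0.03 without WT LPS replicate 1, camera adjusted p 0.0194, fry adjusted p 0.00526, estimated correlation adjusted p 0.255), and the interaction was higher in 24 of 25 (median 0.67, camera adjusted p 2.28e-25). A variant that acts only on the genes of its own cluster is argued against, since the lower genes lie on 12 chromosomes. A variant at 1 locus that acts on genes elsewhere was not tested. Library composition moves every gene of a library alike and is argued against by a median of -0.74 relative to the other genes, and GC content or length by a median of -0.71 with offsets. RLE scaling gave -0.81 and upper-quartile scaling -0.76. The mean log2 CPM of the list was 6.58, 6.58 and 6.60 in WT UT and 5.87, 5.84 and 5.87 in KO UT. A lower tonic interferon state in unstimulated KO macrophages is a hypothesis that these values leave open, and strain, culture and housing differences between the genotypes remain untested for it. All 25 were called as induced by LPS in WT.

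The 42 genes called alike with and without LPS lie on 17 chromosomes. Lower Tnf made in response to LPS is argued against as the whole cause of the changes after LPS. Of the 194 genes called after LPS, which were chosen without the untreated libraries, 62 had an edgeR adjusted p below 0.05 and the same sign in cells that had received no LPS and 10 the opposite sign, where the rate among the other genes would give 22.7 of the same sign. Tnf was also lower without LPS, and its effect there was not tested. Chance would give 3.54 genes called in both contrasts, against 49. Flanking DNA carried along with the deletion is argued against, since 1 of them (CT010467.1) lies within 5 Mb of Tnf. A sex difference is argued against, with at least 6108 counts on 4 Y-linked genes and at most 4 on Xist in every library. The Y-linked list had medians of -0.04 after LPS (-0.01 without KO LPS replicate 1) and -0.10 without LPS (-0.04 without KO UT replicate 1). A C57BL/6 substrain difference between the genotypes stays open. The 4 tested of 8 genes listed as differing between substrains changed more than 99.94% of 10000 random lists matched on expression. Nnt (log2 fold change 0.84 after LPS and 0.99 without) and Wdfy1 (0.34 and 0.83) drove this, so a substrain difference in some of the 42 genes is a candidate explanation, though the list does not show that these genes derive from one. For the list of genes that differ from other strains, with 2 of 5 genes tested, the percentile was 17.9, which decides nothing. The substrain list had a median of 0.35 in both treatments (camera adjusted p 0.0176 after LPS and 0.182 without), with members going both ways.

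Ifi208 was nearly absent in KO, having lost 97.5 CPM after LPS. Whether the reads moved to paralogs cannot be told apart, because the summed CPM of the 10 other tested members of its family had an SD of 625 CPM over the WT LPS libraries, larger than the loss, and the sum was 260 CPM higher in KO. In the Pira family the abundant member Pirb did not change with Pira2 (log2 fold change 0.09 after LPS, edgeR adjusted p 0.214). Gm15726, which overlaps Mid1 on the other strand, fell with Mid1 (log2 fold change -4.51 after LPS). Gm42031 (chromosome 8, 85125872 to 85132289), chosen after its values were seen, was at least 25.2-fold higher in KO after LPS and at least 103-fold higher without.

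Stromal genes were higher in KO after LPS, with a median log2 fold change of 1.40 over the 7 of 8 genes tested (higher in 7 of 7, camera adjusted p 1.10e-06, estimated correlation adjusted p 0.0552). Without WT LPS replicate 3 the median was 1.15 and without WT LPS replicate 1 it was 1.63. More stromal cells in the KO LPS libraries may contribute, but the levels were low, with the most abundant of the 7, Col5a2, at 5.28 CPM in KO and 2.03 CPM in WT and Sparc at 2.92 and 0.957 CPM. All 7 were also detected in the WT libraries. Acta2 and Ccn2, which the study picked from these libraries, are not on this list. A lower share of macrophages is argued against, because the neutrophil list had a median of 0.0876 after LPS (0.20 without WT LPS replicate 3), and the 7 macrophage markers were higher in KO after LPS (median 0.17, camera adjusted p 5.07e-04). Without LPS the stromal median was 0.49 (camera adjusted p 0.154), and without LPS the neutrophil list rose (median 1.21, higher in 7 of 7, camera adjusted p 6.25e-05, estimated correlation adjusted p 0.0552). Macrophages themselves may express part of both lists, which was not measured.

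Cell cycle genes were lower in KO without LPS (median -0.65, lower in 8 of 8, camera adjusted p 3.99e-04) and after LPS (median -0.34, 8 of 8, camera adjusted p 0.00207). Library composition is argued against by a median of -0.65 relative to the other genes (camera p with an estimated correlation 0.00375). RLE scaling gave -0.72 and upper-quartile scaling -0.67 without LPS. The interaction was higher in 7 of 8 (median 0.26, and 0.14 without WT UT replicate 1), past the threshold under fry (adjusted p 0.0217) but not under camera (adjusted p 0.185). A difference in growth between the cultures is a hypothesis that was not tested further.

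Il6 was lower in KO after LPS. The study described Il6 as unchanged, both in expression and at the protein level. The log2 fold change here was -0.96, and leaving out 1 library moved it to at most -0.91, which argues against 1 outlying library. The DESeq2 adjusted p was 0.143. Il10 and Cxcl1, chosen after their values were seen, differed with treatment. Il10 was at 0.84 without LPS and -0.59 after LPS (interaction -1.43, edgeR adjusted p 3.87e-08), and Cxcl1 at 2.03 and 0.73 (interaction -1.30, edgeR adjusted p 2.20e-07). No explanation was tested for these.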
